# eQTLs Regulating Transcript Variations Associated with Rapid Internode Elongation in Deepwater Rice

**DOI:** 10.3389/fpls.2017.01753

**Published:** 2017-10-13

**Authors:** Takeshi Kuroha, Keisuke Nagai, Yusuke Kurokawa, Yoshiaki Nagamura, Miyako Kusano, Hideshi Yasui, Motoyuki Ashikari, Atsushi Fukushima

**Keywords:** quantitative trait locus, expression QTL, eQTL hotspots, ethylene response factor, submergence, abiotic stress, *Oryza sativa*

## Abstract

To avoid low oxygen, oxygen deficiency or oxygen deprivation, deepwater rice cultivated in flood planes can develop elongated internodes in response to submergence. Knowledge of the gene regulatory networks underlying rapid internode elongation is important for an understanding of the evolution and adaptation of major crops in response to flooding. To elucidate the genetic and molecular basis controlling their deepwater response we used microarrays and performed expression quantitative trait loci (eQTL) and phenotypic QTL (phQTL) analyses of internode samples of 85 recombinant inbred line (RIL) populations of non-deepwater (Taichung 65)- and deepwater rice (Bhadua). After evaluating the phenotypic response of the RILs exposed to submergence, confirming the genotypes of the populations, and generating 188 genetic markers, we identified 10,047 significant eQTLs comprised of 2,902 *cis*-eQTLs and 7,145 *trans*-eQTLs and three significant eQTL hotspots on chromosomes 1, 4, and 12 that affect the expression of many genes. The hotspots on chromosomes 1 and 4 located at different position from phQTLs detected in this study and other previous studies. We then regarded the eQTL hotspots as key regulatory points to infer causal regulatory networks of deepwater response including rapid internode elongation. Our results suggest that the downstream regulation of the eQTL hotspots on chromosomes 1 and 4 is independent, and that the target genes are partially regulated by *SNORKEL1* and *SNORKEL2* genes (*SK1*/*2*), key ethylene response factors. Subsequent bioinformatic analyses, including gene ontology-based annotation and functional enrichment analysis and promoter enrichment analysis, contribute to enhance our understanding of SK1/2-dependent and independent pathways. One remarkable observation is that the functional categories related to photosynthesis and light signaling are significantly over-represented in the candidate target genes of SK1/2. The combined results of these investigations together with genetical genomics approaches using structured populations with a deepwater response are also discussed in the context of current molecular models concerning the rapid internode elongation in deepwater rice. This study provides new insights into the underlying genetic architecture of gene expression regulating the response to flooding in deepwater rice and will be an important community resource for analyses on the genetic basis of deepwater responses.

## Introduction

Flooding, an environmental stress, affects the growth and development of most plants by limiting the exchange of gases such as oxygen and carbonic dioxide and reducing the light intensity; this reduces yield around the world. Some plants such as *Oryza, Rumex, Rorippa*, and *Echinochloa* genera can survive under this stressful condition by implementing specific strategies (Bailey-Serres and Voesenek, 2008). Flood-tolerant *Oryza sativa* (rice) developed two different strategies for surviving full and partial submergence (Voesenek and Bailey-Serres, 2015; Loreti et al., 2016). The ‘quiescent strategy’ allows flash-flood-tolerant rice to resume growth after the floodwater recedes (Bailey-Serres and Voesenek, 2010; Mickelbart et al., 2015). By the ‘escape strategy,’ the internodes of rice plants tolerant to deepwater flooding rapidly elongate as the water level rises (Nagai et al., 2010; Hattori et al., 2011). Consequently, deepwater rice can be grown in many flood-prone areas in South and Southeast Asia such as Bangladesh, Cambodia, and Thailand (Kende et al., 1998).

Many agronomically important traits, including tolerance to flash- and deepwater floods, tend to be governed by genes known as quantitative trait loci (QTL) (Quarrie et al., 1997; Price et al., 2002; Ashikari and Matsuoka, 2006; Salvi and Tuberosa, 2015). An Indian rice variety, FR13A that applies the quiescent strategy for submergence tolerance, harbors the major QTL *Submergence 1* (*SUB1*) (Nandi et al., 1997; Siangliw et al., 2003). *SUB1A*, a member of the APETALA2 (AP2)/Ethylene Response Factor (ERF) superfamily, has been cloned as the gene responsible for *SUB1* QTL (Xu et al., 2006). QTL analysis has also shown that the internode elongation trait in deepwater rice is regulated by three major QTLs (Tang et al., 2005; Hattori et al., 2007, 2008; Kawano et al., 2008). Subsequent work demonstrated that the QTL in chromosome 12, the major QTL controlling the deepwater response, harbors two transcription factors, *SNORKEL1* and *SNORKEL2* (*SK1*/*2*) (Hattori et al., 2009), members of the AP2/ERF superfamily. These findings suggest that deepwater rice acquired key regulators to adapt to different types of flood. However, our understanding of the gene regulatory networks underlying these traits in flood-tolerant rice in response to submergence remains far from complete and no other key regulators for submergence tolerance in deepwater rice have been identified.

In flash flood-tolerant rice, *Rumex, Rorippa*, and *Echinochloa*, large-scale transcriptome analysis using microarrays or RNA sequencing (RNA-seq) has been performed focusing on mechanism of flooding tolerance (Jung et al., 2010; Sasidharan et al., 2013; Van Veen et al., 2013; Nah et al., 2015). Progress in the acquisition of large-scale transcriptome data has greatly facilitated expression QTL (eQTL) analysis (Jansen and Nap, 2001; Kliebenstein, 2009; Druka et al., 2010; Cubillos et al., 2012a; Chitwood and Sinha, 2013); the gene expression level is considered a trait (expression trait or e-trait). eQTL studies of the model plant *Arabidopsis thaliana* (Decook et al., 2006; Kliebenstein et al., 2006; Keurentjes et al., 2007; West et al., 2007; Burow et al., 2009; Jimenez-Gomez et al., 2010; Cubillos et al., 2012b; Lowry et al., 2013), of crops (Potokina et al., 2008; Swanson-Wagner et al., 2009; Chen et al., 2010; Holloway et al., 2011; Bolon et al., 2014; Wang Y. et al., 2014; Ranjan et al., 2016), and of trees (Drost et al., 2010, 2015) mapped expression variations to both *cis*- and *trans*-acting regulatory polymorphisms: *cis*-eQTL (DNA polymorphisms within or close to the gene) and *trans*-eQTL (polymorphisms located anywhere in the genome). In rice, Wang et al. (2010) performed eQTL mapping of recombinant inbred lines (RILs) derived from two *indica* varieties, Zhenshan 97 and Minghui 63, to identify gene regulatory networks that contribute to an agriculturally important trait. They subsequently developed a new framework that integrates eQTL- and co-expression analysis to narrow the pool of candidate causal genes (Wang J. et al., 2014). An approach to integrate genetic and genomic data, called genetical genomics (Jansen and Nap, 2001), would be useful for identifying possible candidate genes and molecular regulatory mechanisms that play a role in the rapid internode elongation seen in deepwater rice as the water level rises. Gene expression profiling using structured populations segregated into RILs and derived from non-deepwater- and deepwater rice may yield additional insights into the etiology of deepwater responses.

To elucidate the genetic and molecular basis controlling this important trait, we performed microarray experiments in our eQTL analysis of the shoot samples from RIL populations of non-deepwater [Taichung 65 (T65)]- and deepwater rice (Bhadua) subjected to submergence. We identified 10,047 significant eQTLs and significant *trans*-eQTL hotspots on chromosomes 1, 4, and 12 that regulate variations in transcript abundance and exert strong effects on gene expression levels. We also evaluated the QTL for phenotypic traits (phQTL) of the same line. We discuss candidate genes located in the novel eQTL hotspots and candidate target genes of SK1/2. This study provides a useful resource for reconstructing the transcriptional regulatory network at the system-level, and for cloning genes and regulatory control mechanisms that underlie deepwater responses.

## Materials and Methods

### Plant Materials and Growth Conditions

Rice RILs from a cross between Taichung 65 (*O. sativa* L. ssp. *japonica*), and Bhadua (*O. sativa* L. ssp. *indica*; Bangladesh) were used in this study. Seed stocks for the RILs were provided by the National Bio-Resource Project (NBRP) in Japan. We used 85 RILs described by Nagai et al. (2014). The rice seeds were sterilized by boiling at 60°C for 10 min, allowed to germinate in water (30°C for 72 h), and then sown in June 2011 in perforated plastic pots (diameter 10 cm, height 12 cm) filled with soil. They were grown in the greenhouse under a natural light environment. During growth, the water level was beneath the soil surface (air conditions). One month after germination, eight-leaf-stage plants were put into the tank of 160 cm height and completely submerged in water for phenotypic evaluation or microarray analysis.

### Phenotypic Evaluation of Total Internode Length, Plant Height, and Number of Elongated Internodes

Quantitative evaluation of the deepwater response of all RILs and their parental lines was as described elsewhere (Hattori et al., 2009; Nagai et al., 2014). Seven days after submergence treatment, we measured the total internode length (TIL), defined as the length between the uppermost and the basal node, the plant height (PH), and the number of elongated internodes (NEI) in the RILs (Hattori et al., 2009; Nagai et al., 2014) (**Supplementary Figure S1A**). The main culms of each plant were cut along the midline and the TIL was recorded. The NEI was defined as the number of internodes longer than 5 mm. The phenotype of each line was based on the average of no fewer than three plants.

### Genotyping with Illumina’s BeadArray/BeadChip Technology

Genomic DNA was extracted from 85 individuals of the T65/Bhadua RILs and their parental lines using the isoplant method (Zhu et al., 1993) to create a linkage map (Nagai et al., 2014). Briefly, the extracted DNA samples were subjected to genotyping with single-nucleotide polymorphism (SNP) markers using an Affymetrix customized SNP array for rice (Kurokawa et al., 2016). SNPs were detected with the Golden Gate assay of BeadXpress (Illumina, Inc., San Diego, CA, United States). To build the linkage map we used MAPMAKER/EXP version 3.0 (Lander et al., 1987). Our RIL population was genotyped for 188 markers as shown in **Supplementary Figure S2**.

### Microarray Analysis

We used the Agilent Rice Oligo Microarray (44k, custom-made; Agilent Technologies, Redwood City, CA, United States) with the one-color method (Yano et al., 2012). The design of the microarray platform was based on the curated annotation of the rice genome (Sakai et al., 2013) and contained, in addition to four probe-sets corresponding to *SK1* and *SK2* genes, an additional 56 probe-sets corresponding to hormone-related genes and micro RNAs. Since key genes for submergence response are drastically induced until 6 h after submergence treatment (Fukao et al., 2006; Xu et al., 2006; Hattori et al., 2009), we performed the microarray analysis with samples including elongating internodes extracted 6 h after submergence (**Supplementary Figure S1B**). After submergence treatment, the leaves were removed and total RNA was isolated from the region between 1 cm upper part from the uppermost and the basal node in the main culms using the RNeasy Plant Mini Kit (Qiagen, Valencia, CA, United States). Fluorescent probe labeling was with the Agilent Quick Amp Labeling Kit. Labeled cRNA was then fragmented and hybridized on 4 × 44k microarray slides using the Agilent Gene Expression Hybridization Kit in a hybridization oven (65°C for 17 h). All microarray slides were then scanned on an Agilent DNA microarray scanner (model G2505B with G2565BA). Scanned data were analyzed using the default settings of Feature Extraction software (Agilent Technologies). We used unreplicated data for each RIL. Annotation information was from the Rice Annotation Project Database (RAP-DB) (Sakai et al., 2013). All microarray data are in the Gene Expression Omnibus (GEO) (Barrett et al., 2013) and accessible via GEO series accession number GSE87702. Analysis of the microarray data was with R^1^ and the Bioconductor (Gentleman et al., 2004). The Agi4X44PreProcess package^2^ was used for pre-processing and normalization of the microarray data. 

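Before normalization, the median log2 processed signal of an array ran from 8.36 to 10.59 over the 87 arrays of the RILs and their parents, a 4.69-fold range (SD of the medians 0.39). It was 10.34 for T65 and 10.06 for Bhadua. Of the variance of the medians among the 85 RILs, 75.4% lay between slides (32.1% expected by chance, permutation test, p = 1e-05, the smallest that 100000 permutations can give). Between scan days lay 24.3% (permutation test, p = 0.00076). This test took the arrays of a slide as independent, although each slide was scanned on 1 day, so its p can be too small. The interquartile range ran from 6.09 to 6.97 on the log2 scale. After quantile normalization, the medians had an SD of 0.000925 and the interquartile ranges lay between 6.51 and 6.52. With the 75th percentile of each array subtracted in place of quantile normalization, the SD of the medians was 0.07. No spot carried a flag for saturation or as a population outlier, and 1289 of 3804858 probe spots, on 557 probes, carried one for non-uniformity. The authors' deposited table of normalized values holds 41082 of the probes, and 0 of its probes carry an outlier flag on any array. It has columns for the 85 RILs, with medians from 10.40 to 10.42, and 2 other columns that were not read. The values of the RIL columns differed by a root mean square of 0.02 from the log2 of mean signal minus background, set to at least 0.5, plus 50, after quantile normalization. Each of the 85 columns correlated best with the array of its own line.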

For quality control and visualization we compared the box plots for raw intensity and background-corrected processed signals; this yielded proper normalized data (**Supplementary Figure S3A**). Using the annotation of probe-sets and rice gene annotation, multiple probe-set identifiers associated with a single gene were summarized to obtain a gene identifier (RAP Id) for the determination of the number of unique eQTLs. The expression value of a gene was averaged across multiple probe-sets mapped to the same gene.

### eQTL and phQTL Mapping

For eQTL mapping, we performed standard quality control, pre-processing of multiple probe-sets assigned to a single gene, and variance filtering. We used 12,264 e-traits in further eQTL mapping to increase the statistical power (Bourgon et al., 2010). Normalized microarray data were used for eQTL mapping with the R package “eqtl” (Cubillos et al., 2012b). The package provides, for example, functions to automatically detect QTLs with supporting intervals from the results of interval mapping for the classification of *cis*- and *trans* acting eQTLs, and for the visualization of the genome-wide relationship between e-traits and eQTLs. Interval mapping was calculated by Haley-Knott regression (Haley and Knott, 1992) implemented in the R/qtl package (Arends et al., 2010). We classified the acting type of eQTLs using the R/eqtl::classify.qtl() function. The function estimates whether an eQTL is *cis*- or *trans*-acting entirely based on logarithm of odds (LOD) support interval definition. The *trans*-eQTLs were defined as those which do not co-localize the affected gene. The *cis*-acting eQTL was defined as those which contains the regulated gene within their LOD support interval. The support interval (si) was estimated by the accepted drop of LOD score from the LOD peak. In this study, we used si = 1.5, default settings in R/eqtl::define.peak() function to define QTLs with support interval.

For phQTL mapping, we used the R package “qtl” (Arends et al., 2010). LOD thresholds were obtained using 1,000 permutations for a significance level of 5%. A global permutation threshold (GPT) was used for determining a genome-wide threshold for statistically significant eQTLs. The significance level for the GPT was set at 0.05. To identify eQTL hotspots, clusters of e-traits co-mapping to the same genomic position, we used the R package “qtlhot” (Neto et al., 2012), which is based on quantile-based permutations.

### Statistical Data Analysis

To identify differentially expressed genes (DEGs) between deepwater and non-deepwater phenotypes, we calculated log_2_-mean expression fold-change of each gene in deepwater type (TIL ≥ 20 cm; Bhadua and 44 RILs) compared to that of non-deepwater type (TIL < 20 cm; T65 and 41 RILs). For the calculation, we used the R package LIMMA (Smyth, 2005); it features false discovery rate (FDR) correction for multiple testing (Benjamini and Hochberg, 1995). Hierarchical cluster analyses (HCAs) and visualization of the expression level (log_2_ ratio) were performed in R. Euclidean distances and the complete linkage method were used for HCA. Principal component analysis (PCA) was applied for the expression data matrix (log_10_-transformed) with autoscaling using SIMCA-P + (v 14.0, Umetrics, Sweden) software. Gene Ontology (GO) term enrichment analysis was with BiNGO software (Maere et al., 2005) with Benjamini and Hochberg (1995) correction for multiple testing (FDR < 0.05).

### Promoter Enrichment Analysis

Our promoter enrichment analysis was based on R-scripts called MotifEnrichment^3^ (Ichihashi et al., 2014; Chitwood et al., 2015). We obtained the 1,000 basepairs upstream of the ATG translational start site of genes with significant *trans*-eQTL hotspots on chromosomes 1, 4, and 12 using the Bioconductor package “BiomaRt” (Durinck et al., 2005, 2009). We employed 100 curated motifs (filename: element_name_and_motif_IUPACsupp.txt) that are based on the Gene Regulatory Information Server AtTFDB database^4^ (Yilmaz et al., 2011). The abundance of motif elements in promoters of genes with *trans*-eQTLs was compared with that of all considered genes using Fisher’s exact test and the Biostrings package (Pages et al., 2016).

### Visualization of phQTLs and Transcript Profiling in a Chromosomal Context

We employed the customized version of QTLVizR^5^ for the visual inspection of phQTLs and for transcript profiling in a chromosomal context. The tool is a web-based application software originally developed by Maloof Lab at the University of California at Davis. The implementation is based on R/shiny^6^; it renders visualization highly dynamic. All data and R/shiny scripts are available upon request to the authors.

## Results

### Phenotypic Evaluation and Transcriptome Analysis

We performed phenotype analysis of the internode elongation under submergence and genome-wide transcript profiling of the internodes in the parents and 85 RILs, crosses between T65 (non-deepwater rice) and Bhadua (deepwater rice). 

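Transcripts were measured on 87 one-color arrays, 1 for T65, 1 for Bhadua and 1 for each of 85 RILs, so no line has a replicate. RNA came from the part of the main culm that holds the elongating internodes. The paper and the treatment label give 6 h of submergence for these plants, whereas the source label gives 8 h. The labels also describe growth in a field and another labeling kit than the paper's methods do. Each array carries 45151 spots, of which 43734 are probes of 60 bases and the others are controls. The probes carry only their own names in the scanner files, and 0 of them have a gene name, a description or a place on a chromosome there, so values are given for probes and not for genes. The authors made the scanner files with Feature Extraction, whose version is 10.5.1.1 in the file headers and 9.5.3.1 in the submitters' processing notes. From 31627 to 37356 probes (median 34545) were well above background on an array, with 34088 on the T65 array and 34661 on the Bhadua array. In all, 38029 probes were well above background on at least 10% of the arrays, and 27567 on every array. The arrays lay on 28 slides and were scanned on 4 days, which held 33, 21, 30 and 3 arrays. T65 was scanned on day 1 and Bhadua on day 3. The processed signals, from which the authors' software had subtracted the background, were taken as log2 and quantile-normalized between arrays. Spots with an outlier flag were left out, and the number of arrays limits the precision of every value.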

First, we carried out phenotypic evaluation of TIL, PH, and NEI in the RILs (**Supplementary Figure S1A**). Based on 188 genetic markers (**Supplementary Figure S2**), the haplotypes and the physical genome position of the marker recombination bins for all RILs were investigated (**Figure 1A**). Then, we evaluated phQTLs using quantitative phenotype and haplotype data from the RILs (**Supplementary Figures S4, S5**). Composite interval mapping detected only two significant phQTLs for TIL and PH (LOD = 6.0 at pseudo-marker position “c1.loc40” on chromosome 1 and 11.4 at marker position “ad12009568” on chromosome 12) (**Supplementary Figures S5A,B**). Two significant phQTLs for NEI were located at marker position “P0770_1” on chromosome 1; on chromosome 12 they were at the same position for TIL and PH (**Supplementary Figure S5C**). The location of these two phQTLs for all phenotypic traits was consistent with the QTLs with respect to the internode elongation previously detected by mapping with T65/Bhadua (Kawano et al., 2008) and T65/C9285 (Hattori et al., 2007, 2008).

**FIGURE 1:**
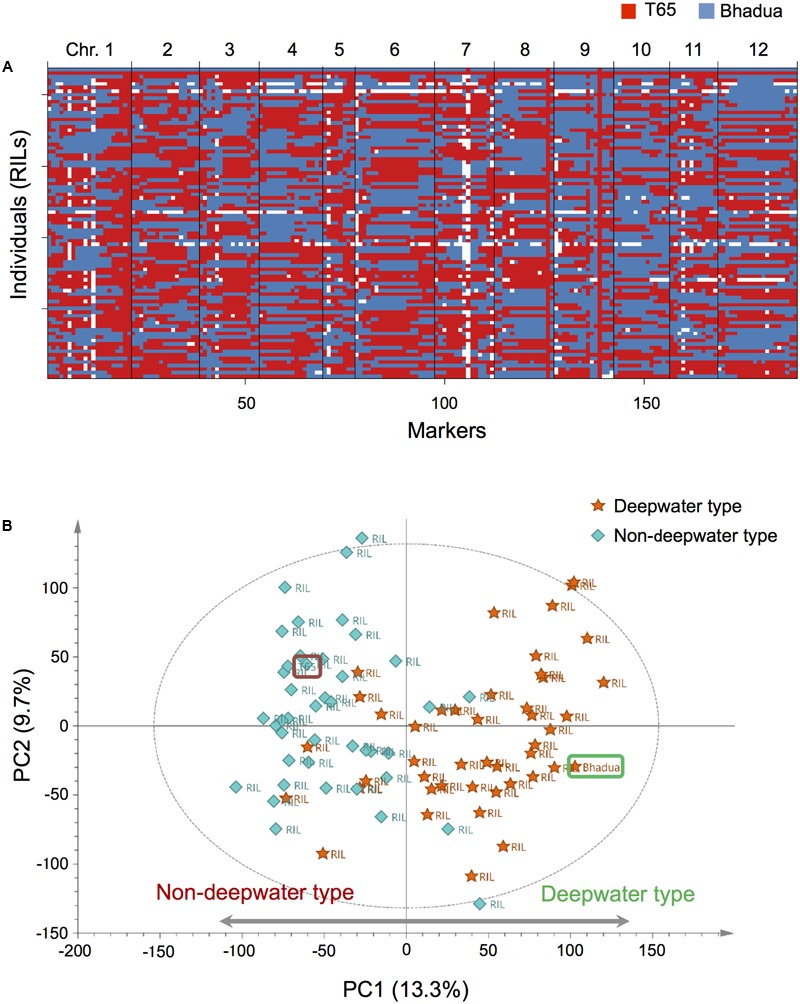
Overview of our genetic and transcriptomic data. **(A)** Haplotypes of 85 recombinant inbred lines (RILs) and their parental lines, T65, and Bhadua. Each row indicates an individual plant, columns correspond to one of the bins (188 markers) arranged in physical order based on the rice chromosomes [Os-Nipponbare-Reference-IRGSP-1.0 (Sakai et al., 2013)]. Red and blue identify the T65 and the Bhadua genotype, respectively. The white box represents missing genotypes. **(B)** Principal component analysis (PCA) of the expression data matrix of the population. The score scatter plot reveals a clear separation between individuals; the first principal component (PC1) accounts for 13.3% of the total explained variance. Orange stars and sky blue diamonds represent RILs with deepwater phenotype (TIL ≥ 20 cm) and non-deepwater phenotype (TIL < 20 cm), respectively. Brown and green rounded squares indicate T65 and Bhadua, respectively. The ellipse indicates Hotelling’s T^2^, with 95% confidence in the score scatter plots.

To assess the biological consistency of different microarray datasets from the same populations we applied PCA of the expression data matrix after appropriate pre-processing and normalization (**Figure 1B** and **Supplementary Figure S3**). 

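Over all 43734 probes, PC1 of the 87 arrays took 13.2% of the variance (jackknife standard error over the RILs 0.841) and PC2 took 9.71% (0.940). The share of PC2 was 6.46% with the 12264 most variable probes and 5.08% with centring only. T65 scored -93.0 on PC1 and Bhadua 126, a distance of 2.92 SDs of the 85 RILs. Of the RILs, 8 scored lower than T65 and 2 scored higher than Bhadua. With the 75th percentile of each array subtracted the numbers were 2 and 1, with normexp 8 and 1, and with the 12264 most variable probes or with centring only they were 0 and 0. On PC2, T65 lay at -0.612 SDs and Bhadua at 0.398 SDs from the mean of the RILs. The mean PC1 score of the RILs was -60.9 (SD 41.9, n = 32) on scan day 1, 1.83 (SD 64.1, n = 21) on day 2, 61.0 (SD 59.9, n = 29) on day 3 and 36.5 (n = 3) on day 4. Scan days held 48.7% of the variance of PC1 among the RILs (3.57% expected by chance), and slides held 72.3% (32.1% expected by chance). The permutation test gave p = 1e-05 for each, the smallest that 100000 permutations can give. For scan days, the chance share and the p can be too small. They take the arrays of a slide as independent, although each slide was scanned on 1 day. For PC2 the share between scan days was 2.55% (permutation test, p = 0.55). Among the 32 RILs of its own scan day, T65 lay at -0.765 SDs from their mean, and 8 of them scored lower. Among the 29 RILs of its scan day, Bhadua lay at 1.09 SDs, and 2 of them scored higher. The PCA was also run anew with the scan day means of the RILs subtracted, a setting chosen after the data were seen. On its first component the distance between the parents was 1.35 SDs of the RILs, with 16 RILs lower than T65 and 28 higher than Bhadua. That component need not be the same axis as PC1 above, so 1.35 and 2.92 SDs are not a like comparison.

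**Figure D1:**
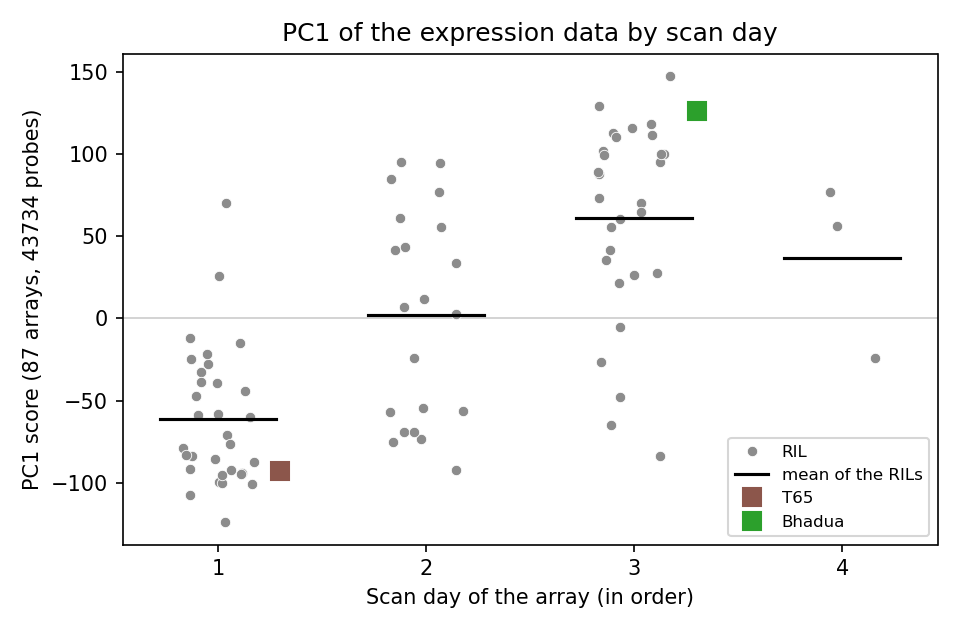
PC1 score (vertical axis, no unit) of each array by its scan day (horizontal axis). Gray points are the 85 RILs, spread sideways at random, black bars are their means per day and squares are the parents. T65 (-93.0) stands with the RILs of day 1 and Bhadua (126) with those of day 3.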

The score scatter plot from PCA revealed a clear separation between T65- and Bhadua samples; the first principal component (PC1) accounted for 13.3% of the total explained variance. The plot of RILs indicates that the coordinates in non-deepwater type (TIL < 20 cm) and deepwater type (TIL ≥ 20 cm) are located opposite (**Figure 1B**). These results suggest that global expression pattern of deepwater rice is different from that of non-deepwater rice.

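Between Bhadua and T65, 14604 of the 38029 probes well above background on at least 10% of the arrays were 2-fold or more apart, 8324 of them higher in Bhadua and 6280 higher in T65. With the 75th percentile of each array subtracted instead, 6820 were higher in Bhadua and 7458 in T65, so that the larger side depends on the normalization. Among the 27567 probes well above background on every array, 4472 were 2-fold or more higher in Bhadua and 2943 in T65, 26.9% of these probes against 38.4% of the 38029. Of the 38029 probes, 28.2% were 2-fold or more apart with normexp (5730 higher in Bhadua, 4985 in T65). With the scan day means of the RILs subtracted, a setting chosen after the data were seen, 31.2% were (6622 and 5248). With 1 array per parent, these differences have no replicate check. Differences in expression were also not told apart from sequence differences under the probes. The parents lay on different slides, scanned on different days, so slide and scan day cannot be told apart from the parents either. Among the 3570 pairs of RILs, the median was 9636 such probes, and 39 pairs differed at as many probes as the parents or at more. Pairs on one slide differed at a median of 8516 probes and pairs from different scan days at 9944. For the 928 pairs scanned on the days of the parents the median was 10553, and 14 of these pairs reached the parents' number. Among probes well above background on both parents' arrays, NIAS26954 had the largest excess in Bhadua, with a log2 signal of 15.82 against 6.10 in T65, and NIAS36945 the largest in T65, with 17.38 against 5.82 in Bhadua. For NIAS26954, 35 RILs lay on the Bhadua side of the midpoint of the parents and 50 on the T65 side, and for NIAS36945 the numbers were 46 and 39. Over the 3420 probes that were 4-fold or more apart and well above background in both parents, a median of 48.2% of the RILs lay on the Bhadua side. Variation unrelated to the parents would also place RILs on both sides, so this share does not show inheritance. In its PCA (Fig. 1B), the paper reports a clear separation of T65 from Bhadua and opposite places of the lines of both types. From both it proposes that deepwater and non-deepwater rice differ in their global expression pattern. The type of each RIL was not used here.

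**Figure D2:**
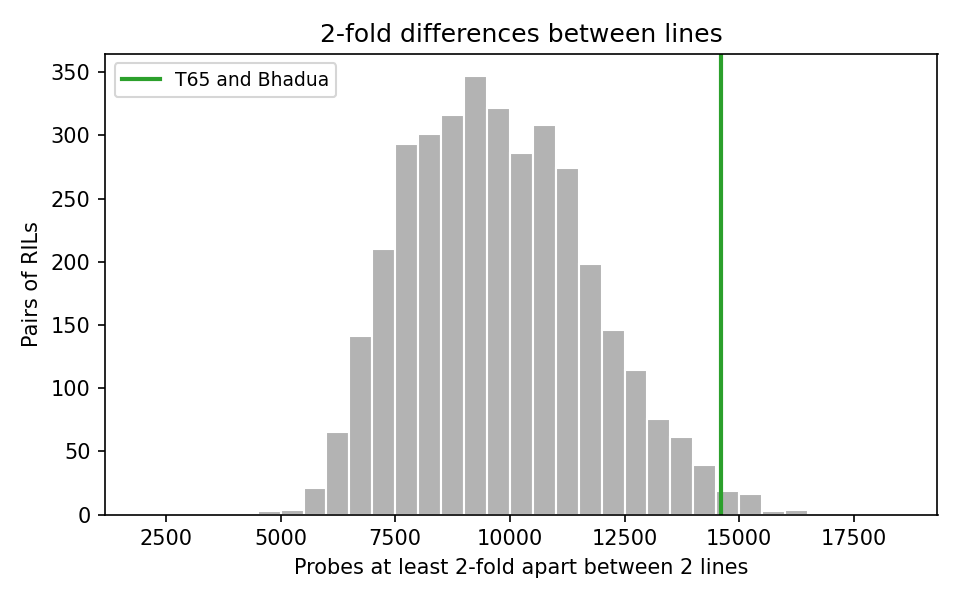
Number of pairs of RILs (vertical axis) by the number of probes 2-fold or more apart between both lines of a pair (horizontal axis), over 38029 probes. The green line marks the 14604 probes between T65 and Bhadua, and 39 of the 3570 pairs lie at or beyond it.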

### Identification and Genome-Wide Distribution of *cis-* and *trans*-eQTLs

Next, we extracted 12,264 e-traits from genome-wide transcript data by pre-processing and normalization. 

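Across the 85 RILs, the SD of the log2 signal of a probe had a median of 0.57 over the 38029 probes well above background on at least 10% of the arrays, and its 5th and 95th percentiles were 0.23 and 2.13. The 12264 most variable probes, as many as the paper's e-traits, were 32.2% of these, and the least variable of them had an SD of 0.82. In the authors' deposited table this SD was 0.58, and it was 0.48 when probes had to be well above background on every array. These are probes, whereas the e-traits of the paper are genes. Probes that differed between the parents varied more among the RILs. The SD among the RILs had a median of 1.19 over the 3420 probes 4-fold or more apart between the parents and of 0.35 over the 14017 probes less than 0.5 apart on the log2 scale, all well above background in both parents. Across all 38029 probes, which are not independent replicates, Spearman's rho between the size of the parental difference and the SD among the RILs was 0.665. Probes with a noisier signal would also differ more between the parents' arrays and vary more among the RILs. These values therefore do not tell inherited differences from noise. Scan days held a median of 6.47% of the variance of the 12264 most variable probes (3.57% expected by chance), and slides held 39.5% (32.1% expected by chance). The chance share for scan days takes the arrays of a slide as independent and can be too small.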

For eQTL mapping we applied interval mapping [Haley-Knott regression (Haley and Knott, 1992)] with R/qtl (Arends et al., 2010) and R/eqtl packages (Cubillos et al., 2012b). Subsequent mapping identified 10,047 significant eQTLs (FDR < 0.05) comprised of 2,902 *cis*-eQTLs (28.9%) and 7,145 *trans*-eQTLs (71.1%); 7,078 e-traits featured at least one eQTL (Supplementary Table S1). To determine the number of eQTLs for each e-trait we examined the genome-wide relationship between e-traits and eQTLs on a heatmap. This examination was based on the physical positions of the markers and their corresponding e-traits on the 12 rice chromosomes (**Figure 2A**). We also estimated the phenotypic contribution with the R-square based on analysis of variance (ANOVA) for individual eQTLs and their significant interactions for each e-trait (**Figure 2B**). We defined eQTLs based on a threshold of LOD significance calculated by permuting the phenotypes while maintaining the genotype across the RILs and a 1.5 LOD drop-support interval. On the 12 rice chromosomes the proportion of *cis*-eQTLs (**Figure 2C**) was homogeneously while the proportion of *trans*-eQTLs (**Figure 2D**) was heterogeneously distributed, especially on chromosomes 1 (18% of *trans*-eQTLs), 4 (14%), 9 (8%), and 12 (32%).

**FIGURE 2:**
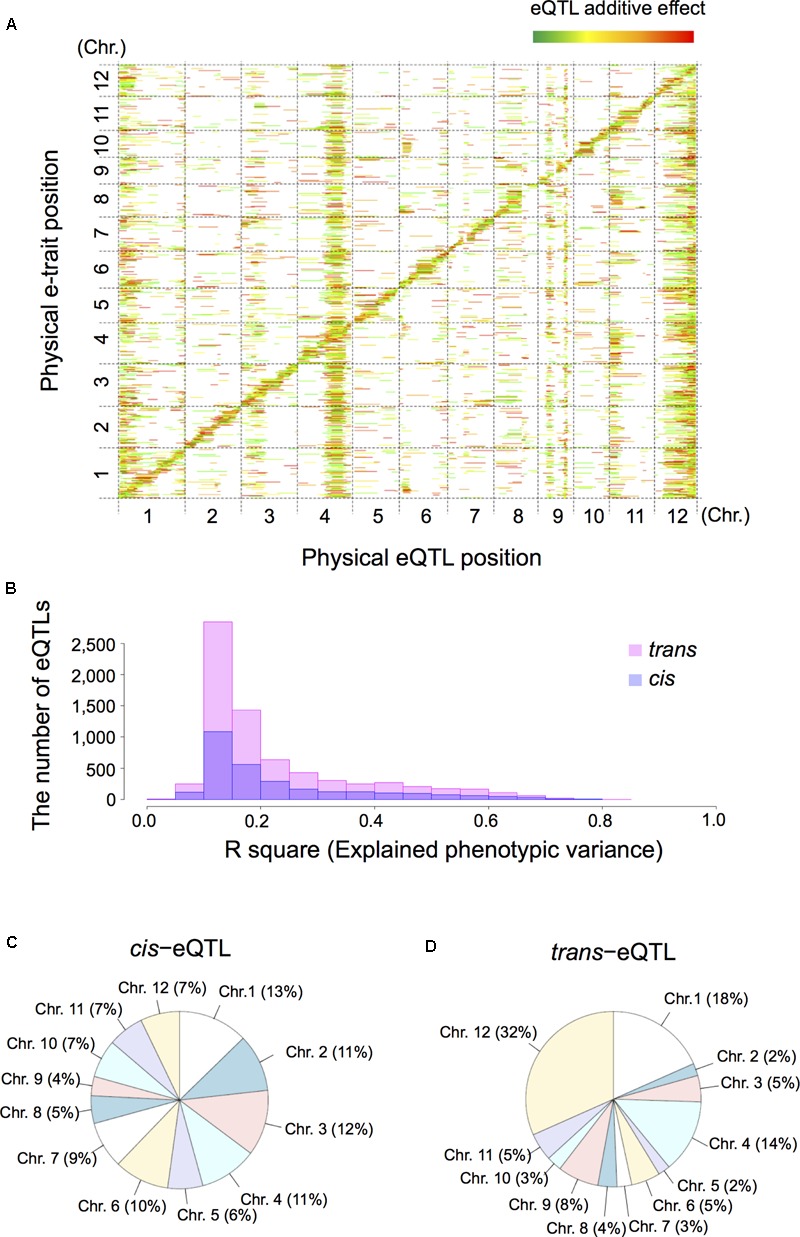
Summary of expression quantitative trait loci (eQTLs) and their location in the rice genome. We analyzed shoot tissue of germinating RIL seeds obtained by crossing T65 and Bhadua rice. **(A)** The eQTL heatmap for T65/Bhadua populations was significant at a 5% false discovery rate (FDR). The *x*-axis represents the genetic position of the detected eQTLs and the *y*-axis the physical position of expressed genes (e-traits). The 12 rice chromosomes are separated by dashed lines. The pseudo-colors indicate the LOD scores (from green to red in order of the increasing LOD score). The bar length along the *x*-axis indicates the eQTL support interval. **(B)** Distribution of the R-square based on analysis of variance (ANOVA), the proportion of phenotypic variation explained by the segregation of an individual QTL or the significant QTL interactions for all eQTLs. **(C)** Pie chart of the proportion of *cis*-eQTLs distributed on 12 rice chromosomes. **(D)** Pie chart of the *trans*-eQTLs distributed on 12 rice chromosomes.

### Detection of *cis*-eQTLs for SK1/2

As described above, we detected phQTLs on end of chromosome 12 (**Supplementary Figure S5**), whose responsible gene would be the *SK1/2* (Hattori et al., 2009). We next visualized LOD statistics of the phQTLs for TIL (**Figure 3A**, upper panel) and the DEGs, calculated from log_2_-fold-change between expressions of RILs with deepwater phenotype (TIL ≥ 20 cm) and non-deepwater phenotype (TIL < 20 cm) (**Figure 3A**, lower panel) along the physical genomic position on chromosome 12. The location of *SK1*/*2* genes was consistent with that of phQTLs for TIL (**Figure 3A**). The peak of eQTLs for the expression of *SK1*/*2* was detected as *cis*-eQTL in the region where their own genes were located (**Figure 3B**). Thus, the responsible genes of the *cis*-eQTL are at least *SK1*/*2* themselves because these genes exist in Bhadua but not in T65 (Hattori et al., 2009).

**FIGURE 3:**
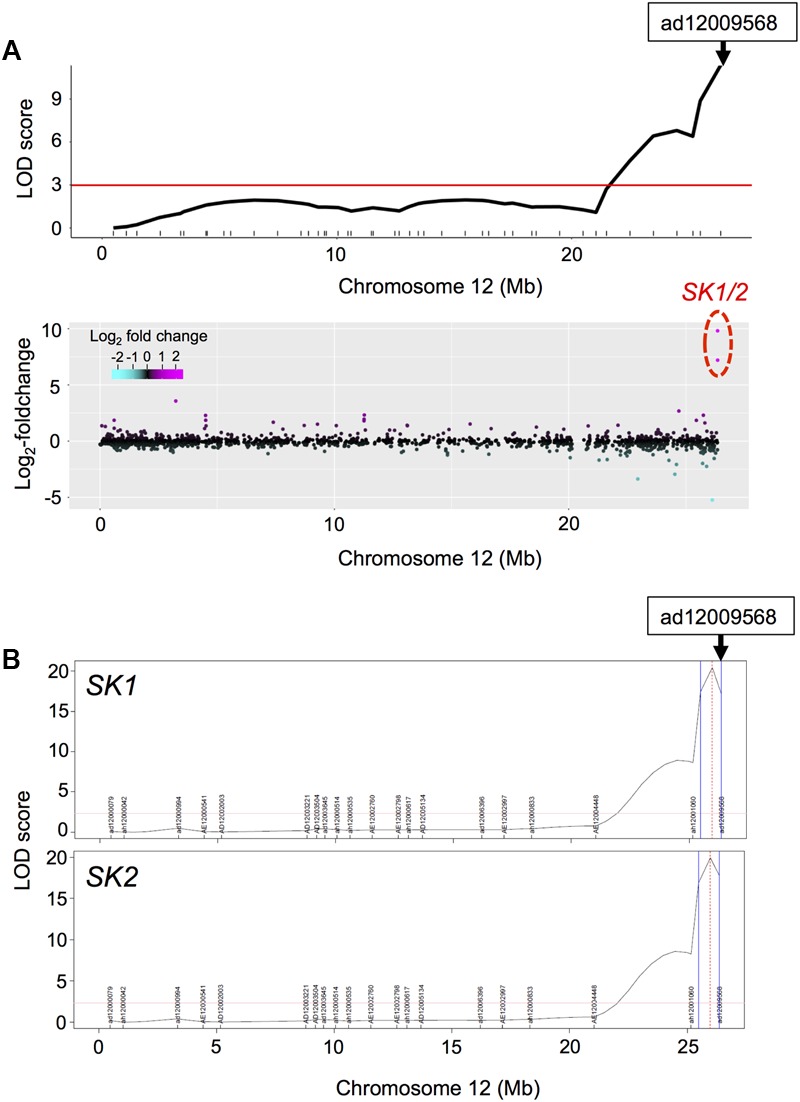
Phenotypic QTL (phQTL) and eQTL for *SK1*/*2*. **(A)** LOD statistics of phQTLs for total internode length (TIL) on chromosome 12 are shown (upper panel). The differential expressions between non-deepwater- and deepwater-type RILs are plotted along the physical genome position in log_2_-fold change (bottom panel). Note that transcription factors SK1 and SK2 exist in Bhadua but not in T65 plants. The red horizontal line indicates LOD = 3. **(B)** LOD statistics of eQTLs for *SK1*/*2* gene expressions. Vertical blue lines represent support interval for the detected QTLs.

### The Identification of Significant eQTL Hotspots Revealed Novel Genomic Loci That May Be Responsible For Expression Variations between Non-deepwater- and Deepwater Rice

Groups of e-traits that co-map to the same genomic region are called eQTL hotspots (Brem et al., 2002; Schadt et al., 2003; Breitling et al., 2008). They are biologically meaningful because they may harbor key regulators. We identified the major significant eQTL hotspots using a quantile-based permutation approach called the NL-method (Neto et al., 2012); all permutation thresholds were calculated targeting a genome-wide error rate (GWER) < 0.05. This analysis revealed the major eQTL hotspots on chromosomes 1, 4, and 12 (**Figure 4A** and **Supplementary Figure S6**); some of their positions on these chromosomes are enriched for *trans*-eQTLs. The eQTL hotspot at pseudo-marker position “c12.loc25.5” on chromosome 12 was consistent with the location of *SK1*/*2*. The eQTL hotspots at “P0298” on chromosomes 1 and “c4.loc24” on chromosome 4 located at different position from phQTLs detected in this study (**Supplementary Figure S5**) and the three major phQTLs reported by others (Tang et al., 2005; Hattori et al., 2007, 2008; Kawano et al., 2008).

**FIGURE 4:**
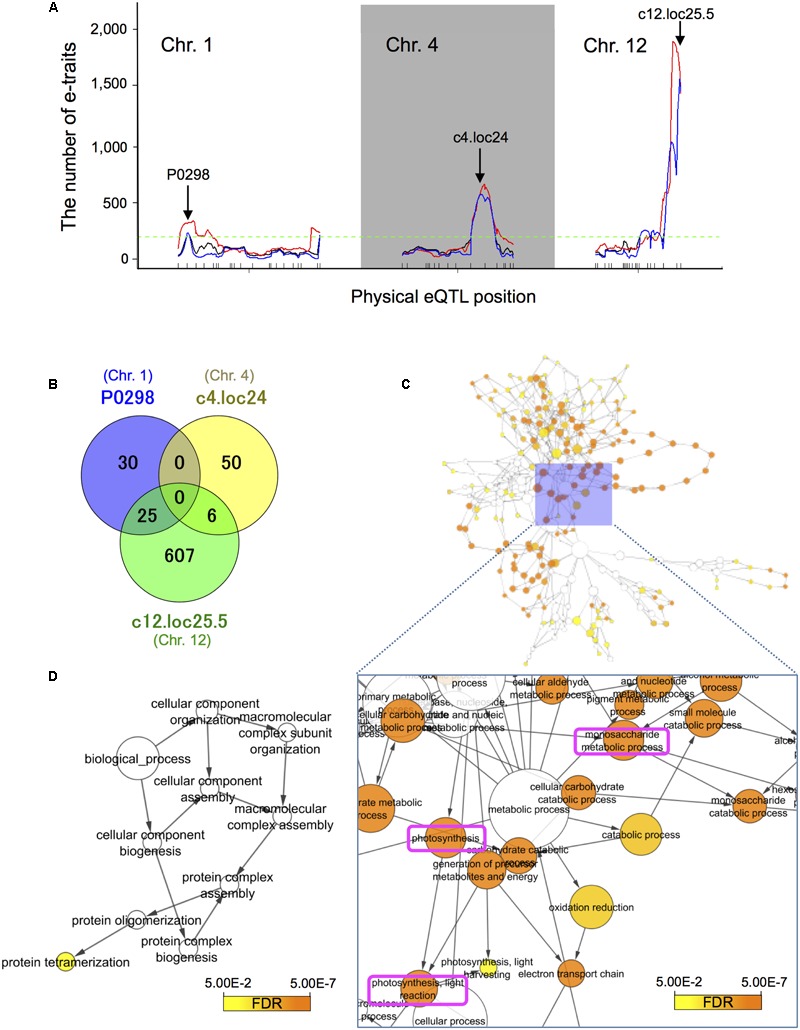
Expression quantitative trait loci hotspot size significance profile and functional assessment of genes with *trans*-eQTLs. **(A)** The major significant eQTL hotspots were derived with a quantile-based permutation approach (Neto et al., 2012). All permutation thresholds were calculated targeting a genome-wide error rate (GWER) < 0.05. The major hotspots on chromosomes 1, 4, and 12 were identified. Arrows indicate the (pseudo-)marker name of the maximum LOD peak. Black lines represent raw eQTL counts, red identifies counts smoothed over a 5 cM window, and blue the sliding LOD threshold approach. The horizontal dashed green line indicates 5% threshold of 195 that is for the number of e-traits with significant LOD at a position (Neto et al., 2012). **(B)** Venn diagram of the number of e-traits with *trans*-eQTL at the physical position of the peaks within the three eQTL hotspots. **(C)** Over-represented gene ontology (GO) terms among 638 genes with *trans*-eQTLs at physical pseudo-position “c12.loc25.5” on chromosome 12. We used BiNGO (Maere et al., 2005) (FDR < 0.05). The top three significantly enriched terms were “photosynthesis” (FDR = 8.8E-33), “photosynthesis, light reaction” (FDR = 1.3E-28), and “monosaccharide metabolic process” (FDR = 1.1E-20). **(D)** Over-represented GO terms among 55 genes with *trans*-eQTLs at physical position “P0298” on chromosome 1. The term “protein tetramerization” (GO-Id: 51262) was significantly enriched among the genes (FDR = 2.9E-2). Note that there are no significant GO terms in the analysis for genes with *trans*-eQTLs at physical pseudo-position “c4.loc24” on chromosome 4.

### Candidate Target Genes of the Novel eQTL Hotspots

The hypothesis that the candidate target genes of the eQTL hotspots harbor *trans*-eQTLs at the physical position of each eQTL hotspot provides a clue for a potential regulatory network where the eQTL hotspots control changes in the transcript abundance of numerous genes in *trans*. This may result in phenotypic variations. First, we narrowed the pool down to 55, 56, and 638 e-traits that feature *trans*-eQTL at physical position “P0298” on chromosome 1, “c4.loc24” on chromosome 4, and “c12.loc25.5” on chromosome 12, respectively (Supplementary Table S2). Next, from these e-traits, we searched for DEGs, between expressions of deepwater phenotype and non-deepwater phenotype on physical position of RILs for each e-traits. We found that 23.6% (13/55 genes) of e-traits with *trans*-eQTL at “P0298,” 10.7% (6/56 genes) of e-traits with *trans*-eQTL at “c4.loc24,” and 30.1% (192/638 genes) of e-traits with *trans*-eQTL at “c12.loc25.5” appeared in groups of significantly up-regulated DEGs (Supplementary Table S2).

Analysis of the relationships among the three groups of e-traits at different physical positions revealed no e-trait sharing *trans*-eQTLs at “P0298” and “c4.loc24” (**Figure 4B**). On the other hand, 45.5% (25/55 genes) of e-traits with *trans*-eQTL at “P0298” and 10.7% (6/56 genes) of e-traits with *trans*-eQTL at “c4.loc24” are shared with *trans*-eQTLs at position “c12.loc25.5.” To assess whether the eQTL hotspots are associated with biological functions, we conducted GO (The Gene Ontology Consortium, 2014) term enrichment analysis of genes with *trans*-eQTL at physical (pseudo-)position “c12.loc25.5” on chromosome 12 and at “P0298” on chromosome 1 using BiNGO (Maere et al., 2005) (FDR < 0.05). The three top significantly enriched terms among genes with *trans*-eQTLs at physical pseudo-position “c12.loc25.5” on chromosome 12 were “photosynthesis” (FDR = 8.8E-33), “photosynthesis, light reaction” (FDR = 1.3E-28), and “monosaccharide metabolic process” (FDR = 1.1E-20) (**Figure 4C** and Supplementary Table S3B), indicating potential SK1/2 target genes. The term “protein tetramerization” (GO-Id: 51262) was significantly enriched among genes with *trans*-eQTLs at physical positions on chromosome 1 (FDR = 2.9E-2) (**Figure 4D** and Supplementary Table S3A). As for physical pseudo-position “c4.loc24” on chromosome 4, our analysis for genes with *trans*-eQTLs revealed no significant GO terms.

### Candidate Causal Genes Located in the Novel eQTL Hotspots on Chromosomes 1 and 4

To obtain insights into the novel eQTL hotspot on chromosome 1 we identified 18 DEGs within ±5 cM of the eQTL hotspot located on chromosome 1 (Supplementary Table S4). Up-regulated DEGs included genes encoding the cupredoxin domain containing protein, arabinogalactan, the DREPP plasma membrane polypeptide family protein, and gibberellin 3β-hydroxylase (DWARF 18; D18) (**Figure 5A**). We also identified 27 DEGs within ±5 cM of the eQTL hotspot located on chromosome 4 (Supplementary Table S4). The five top ranking up-regulated genes with large fold-changes encoded monosaccharide transporter 1 (**Figure 5B**), the major sperm protein domain containing protein, glyceraldehyde 3-phosphate dehydrogenase, the plant invertase/pectinesterase inhibitor domain containing protein, and heavy metal transport/detoxification protein domain containing protein. We also identified a gene encoding *O. sativa* GROWTH-REGULATING FACTOR 12 (OsGRF12) as a significantly up-regulated DEG (see “Discussion”). Our list contained six down-regulated genes, including genes encoding phragmoplast-associated kinesin-related protein 1 and protein kinase- and ubiquitin domain containing proteins.

**FIGURE 5:**
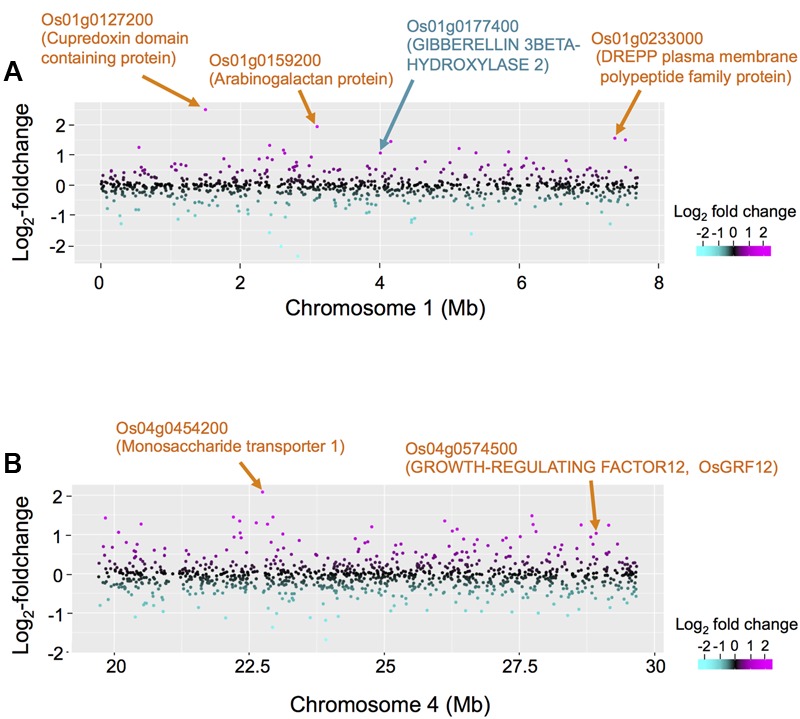
Comparison between differentially expressed genes (DEGs) and eQTL hotspots on chromosomes 1 and 4. **(A)** The differential expressions in non-deepwater- and deepwater-type RILs are plotted on the region of eQTL hotspots on chromosome 1 (genome position: 0–7.72 Mb) in log_2_-foldchanges. The red horizontal line indicates LOD = 3. **(B)** The differential expressions in non-deepwater- and deepwater-type RILs are plotted on the region of eQTL hotspots on chromosome 4 (genome position: 19.7–29.7 Mb) along the physical genome position in log_2_-foldchange. The red horizontal line indicates LOD = 3.

To further elucidate the gene regulatory networks that underlie expression variations between non-deepwater- and deepwater rice, promoters of the candidate target genes of the novel eQTL hotspots were investigated for over-represented motifs. Our analysis identified significant enrichment (Fisher’s exact test, *p* < 0.05) for an AP1 binding site (consensus sequence CCATTTTTAG) for candidate genes with *trans*-eQTLs at a physical position on chromosome 4 (**Figure 6A**); there were no significant motifs in 55 e-traits on chromosome 1. As for the promoters of candidate genes with *trans*-eQTL on chromosome 12, the enriched motifs were involved in ABA signaling including ABRE (ABA responsive element)- and ABF (ABRE-BINDING FACTOR) binding sites (**Figure 6B**). The second largest class of enriched motifs was related to MYB transcription factors, especially the MYB2 binding site motif [TAACT(G/C)GTT] and the MYB4 binding site motif [A(A/C)C(A/T)A(A/C)C]; the other enriched motif was the ARF (Auxin Response Factor) binding site motif (TGTCTC). Our observation suggests that these transcription factors play a role in the promotion of rapid internode elongation in deepwater rice.

**FIGURE 6:**
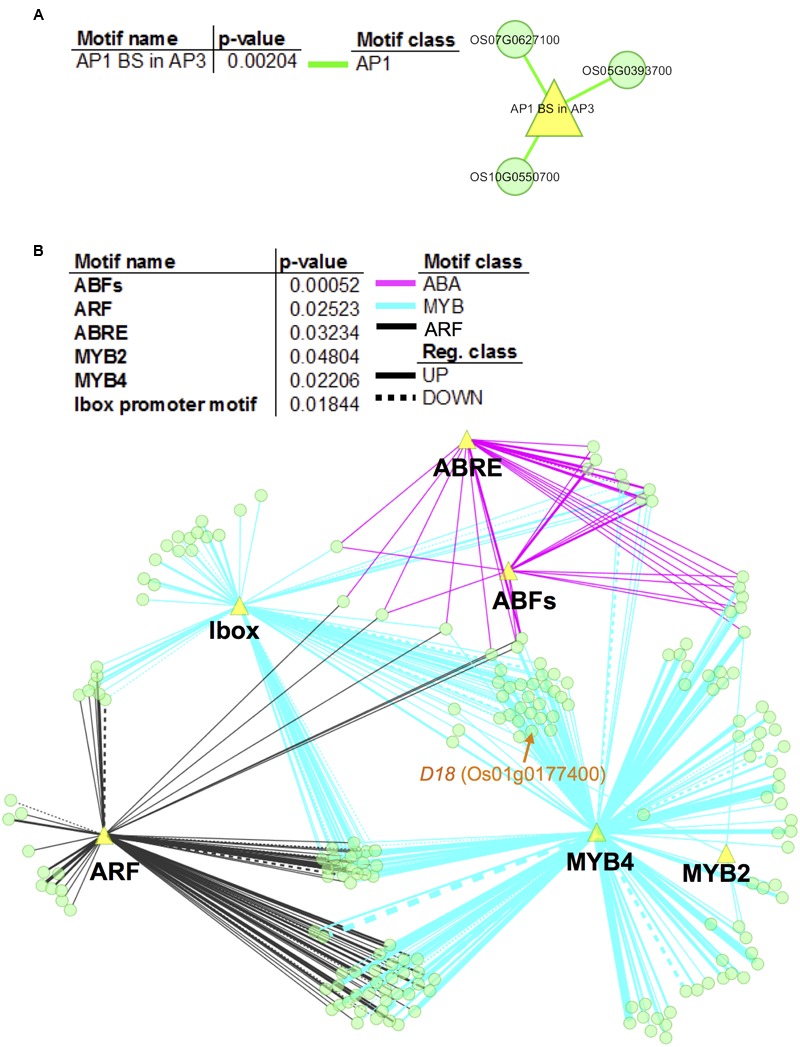
Network visualization of enriched motifs and genes with *trans*-eQTLs hotspots. We performed promoter enrichment analysis for promoters of e-traits that feature *trans*-eQTL at physical position “c4.loc24” on chromosome 4 **(A)** and “c12.loc25.5” on chromosome 12 **(B)**. Significantly enriched motifs were listed in the tables (*p* < 0.05). The enrichment of different types of motif is visualized in colors representing the motif class. The network represents the relationship between evaluated genes and the enriched motifs (yellow triangles). Network nodes (green) indicate genes. Motif classes are as follows: yellow green, AP1; magenta, ABA; black, ARF; and cyan, MYB. Edge thickness is proportional to the number of motifs that exist in the promoters of the respective genes. Note that the analysis showed no significant motifs in 55 e-traits on chromosome 1.

## Discussion

### Identification of eQTLs Controlling Gene Expression Networks Underlying Deepwater Responses

Transcript abundance, used as e-traits in genetical genomics studies, is highly heritable and genetically controlled (Jansen and Nap, 2001; Kliebenstein, 2009; Druka et al., 2010; Cubillos et al., 2012a; Chitwood and Sinha, 2013). Our aim was to map QTLs for gene expression that exist behind the regulatory control mechanisms underlying deepwater responses. Genetical genomics study using internode samples of RIL populations derived from non-deepwater (T65)- and deepwater rice (Bhadua) can be used as a model to gain a better understanding of the genotype-phenotype relationships elicited in response to submergence in monocot plants. Using genetic markers, microarray technology, and RIL population (**Figure 1**), we identified thousands of significant eQTLs (**Figure 2**).

Others (Brem et al., 2002; Schadt et al., 2003; Breitling et al., 2008) applied genetical genomics approaches to identify multiple e-traits that map to the same genomic locus; they are called eQTL hotspots. As such hotspots have been reported in plants such as Arabidopsis, rice, and soybean, it is expected that eQTL hotspots can be used for the identification of key regulators that elicit a wide range of downstream changes in gene expressions. However, the identification of significant biologically meaningful eQTL hotspots is hampered by undesirable variations from non-genetic factors such as uncontrolled environmental conditions and the physiological seed quality [for example, see (Breitling et al., 2008)]. To avoid the detection of spurious eQTL hotspots attributable to non-genetic variations we applied quantile-based permutation thresholds (Neto et al., 2012).

### Detailed Evaluation of the eQTLs and the Novel *trans*-eQTL Hotspots to Infer Causal Regulatory Networks of Deepwater Responses

Our eQTL mapping highlighted that the three eQTL hotspots on chromosomes 1, 4, and 12 were possible candidate factors for internode elongation in deepwater rice (**Figure 4**). The eQTL hotspots on chromosome 12 co-localized with phQTL locating *SK1/2* (**Figures 3, 4**), suggesting that *SK1/2* are one of master regulator genes that controls the deepwater response. No significant phQTLs was observed on the locations of eQTL hotspots on chromosomes 1 and 4 (**Figure 4** and **Supplementary Figure S5**). These inconsistencies could be explained by following two reasons. One reason is that resolution of the QTL analysis was not enough for detection of phQTL on chromosome 1 and 4; we detected small peaks of phQTL on both chromosome 1 and 4 although they were not statistically significant (**Supplementary Figure S5**). Especially, phQTL on chromosome 4 has been detected on QTL analysis for internode elongation focusing on response in early developmental stage (Nagai et al., 2012). Another reason is that these eQTL hotspots may contribute to other responses under submergence rather than internode elongation. Further QTL analysis with higher resolution is needed to evaluate these possibilities. On the other hand, no significant eQTL hotspot was detected at the location of phQTL at c1.loc40 on chromosome 1 (**Figure 4** and **Supplementary Figure S5**). This imply that responsible gene of the phQTL at c1.loc40 could directly function on internode elongation rather than transcriptional regulation.

The *trans*-eQTL enrichment on chromosomes 1, 4, and 12 may indicate the location of a master regulator gene that controls the deepwater response. The *D18* gene was detected as one of the DEGs in the eQTL hotspot on chromosome 1 (**Figure 5A** and Supplementary Table S4). *D18* encodes *O. sativa* gibberellin 3 oxidase 2 (OsGA3ox2) known to control shoot elongation in rice by catalyzing the final step in the synthesis of bioactive gibberellins (GAs) (Itoh et al., 2001). It has been reported to be expressed in elongating internodes (Kaneko et al., 2003), and that *D18* loss-of-function blocks deepwater-dependent internode elongation (Ayano et al., 2014). As the expression of *D18* is significantly higher in deepwater phenotype than non-deepwater phenotype (**Figure 5A**), it is a strong candidate as the regulatory gene of the eQTL hotspot, suggesting that genes responsible for this eQTL hotspot may contribute to the specific gene expression resulting in internode elongation under submergence.

We identified a significant eQTL hotspot on chromosome 4 (**Figure 5B**). As one of the DEGs, we detected *OsGRF12* in the eQTL hotspot on chromosome 4; its expression was higher in deepwater phenotype than non-deepwater phenotype (**Figure 5B** and Supplementary Table S4). Choi et al. (2004) reported that *OsGRF12*, a member of the plant-specific GRF transcriptional regulator family, expressed in internodes containing the intercalary meristem and in a part of the elongation zone, was induced by GA treatment. The overexpression of *OsGRF10*, a member of the GRF family with the highest similarity to *OsGRF12*, led to an increase in the number of internodes; a knock-down of both *OsGRF3* and *OsGRF4* resulted in a decrease in the internode length (Kuijt et al., 2014). Although its physical genome position is not consistent with the peak of phQTLs, it is possible that *OsGRF12* is a candidate gene for the eQTL hotspot and it may play an important role in the transcriptional regulation of internode elongation under plant submergence.

We also looked for the candidate target genes of the three eQTL hotspots by searching for genes with *trans*-eQTLs at the physical position of each eQTL hotspot. Additional GO enrichment analysis of the candidate target genes of the novel eQTL hotspot on chromosome 12, locating *SK1/2*, showed that the GO functional categories photosynthesis, light reaction, monosaccharide metabolic process were significantly over-represented (**Figure 4C**). Thus, it is possible that SK1/2 mainly regulate these GO enriched genes for deepwater-rice specific submergence response. Similar to rice, in dicot plants, two *Rumex* species use ‘escape’ and ‘quiescence’ strategies upon submergence (Van Veen et al., 2013). Genome-wide transcriptome analysis by RNA-seq technology for comparison of the *Rumex* species suggested that light responsive signaling and plant hormone-related genes play a vital role in controlling the underwater elongation response (Van Veen et al., 2013). In our study, these genes were not enriched in the SK1/2 candidate target. Further approaches such as detailed RNA-seq analysis or identification of direct target of SK1/2 are needed to compare molecular mechanism of the submergence response in these monocot and dicot species.

### Enhancement of Our Understanding of SK1/2-Dependent and Independent Pathways

Our results suggest that the downstream regulation of the eQTL hotspots on chromosomes 1 and 4 is independent, and that the target genes are partially regulated by SK1/2 (**Figure 4B**). The *D18* gene, one of the candidate genes for eQTL hotspots on chromosome 1, harbors *trans-*eQTLs on chromosome 12 around the SK1/2 region (Supplementary Table S2C), suggesting that the expression of *D18* is regulated by SK1/2. On the other hand, *OsGRF12*, one of the candidate genes for the eQTL hotspot on chromosome 4, may be expressed under the independent regulation of SK1/2 because it does not harbor *trans*-eQTLs at the physical position of the SK1/2 region (Supplementary Table S2C). Promoter enrichment analysis revealed that ABA, ARF, and MYB-related motifs were enriched in promoters of candidate target genes with the *trans*-eQTL hotspot on chromosome 12 (**Figure 6B**). In the AP2/ERF superfamily, SK1/2 belong to group VII including Arabidopsis hypoxia-responsive transcription factors such as RAP2.2 and RAP2.12 (Hattori et al., 2009). Given that RAP2.2 and RAP2.12 bind to the evolutionarily conserved motif consisting of the MYB binding site and the GC-rich region (Gasch et al., 2016), SK1/2 may transactivate these candidate target genes by binding to motif similar to the MYB-related motifs as well as to ABA and ARF.

Based on our observations, we present a hypothetical model of the signaling pathways leading to internode elongation in deepwater rice in response to submergence (**Figure 7**). When deepwater rice plants are submerged, ethylene accumulates, and this phytohormone induces *SK1*/*2* expression via the rice ETHYLENE-INSENSITIVE 3 (EIN3)-like transcription factor (Hattori et al., 2009). SK1/2 promote the accumulation of GA and/or GA signal transduction, positively regulating elongation of the internodes and leaves. Based on our eQTL mapping findings we hypothesize the presence of 6 pathways for regulating the deepwater response (**Figure 7**).

**FIGURE 7:**
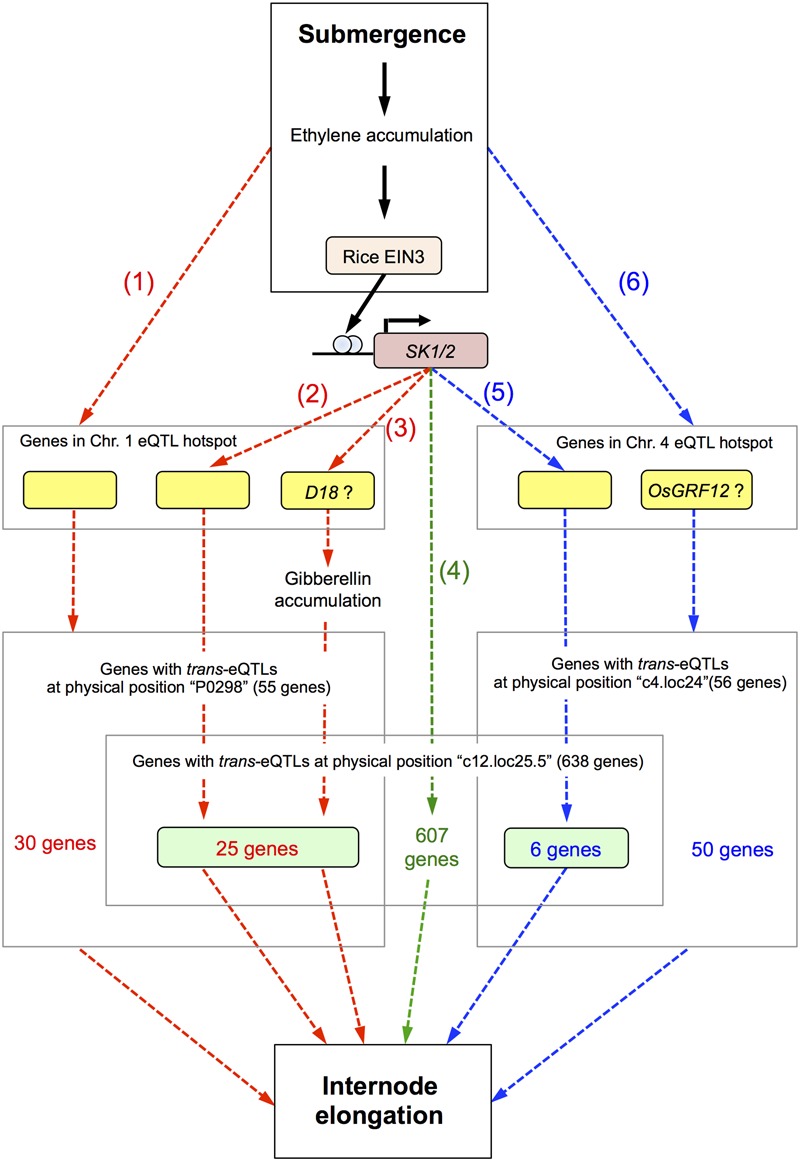
Hypothetical model of signaling for internode elongation in submerged deepwater rice. Bold black arrows represent known pathways and dashed arrows the hypothetical pathways described in this study. Red and blue dashed arrows indicate the pathways regulated by genes in the eQTL hotspot on chromosome 1 and 4, respectively. Green dashed arrows indicate the pathway regulated by SK1/2 independent of the eQTL hotspots on chromosomes 1 and 4. Details are described in the “Discussion.”

The first pathway is regulated by genes in the eQTL hotspot on chromosome 1 and triggered by submergence and/or ethylene accumulation. The second is regulated by genes in the eQTL hotspot on chromosome 1 under direct or indirect regulation by SK1/2. The third is regulated by the *D18* gene in the eQTL hotspot on chromosome 1 under direct or indirect regulation by SK1/2. The *D18* gene product may directly regulate an increase in active GA. Since it is reported that the precursor level of active GAs is increased under submergence (Ayano et al., 2014), increase of *D18* gene expression may contribute to acceleration of production of active GA. The fourth pathway is directly or indirectly regulated by SK1/2 and independent of the eQTL hotspots on chromosomes 1 and 4. The candidate 607 genes in this pathway may link between SK1/2 and submergence-induced internode elongation. The fifth is regulated by the gene in the eQTL hotspot on chromosome 4 under direct or indirect regulation by SK1/2. The sixth pathway is regulated by genes in the eQTL hotspot on chromosome 4 and triggered by submergence and/or ethylene accumulation. OsGRF12 may contribute to this pathway as a response gene of the eQTL hotspot on chromosome 4. Detailed molecular analyses such as regulation by GA or ethylene would help whether these candidate genes actually function in these pathways for internode elongation under submergence.

## Conclusion

In this study, we present genome-wide eQTL mapping based on a microarray platform using RIL populations from T65- and Bhadua rice. Our analysis shows the existence of novel *trans*-eQTL hotspots on chromosomes 1, 4, and 12. The identification of *cis*- and *trans*-eQTLs yielded an array of candidate genes ready for further QTL analysis in structured populations with a deepwater response. Further QTL analyses with higher population size, marker density, and transcriptome under time-course submergence treatment will efficiently narrow down candidate genes for deepwater response. The association between *trans*-eQTLs and phQTLs in a given phenotype may provide a clue to candidate genes associated with a specific trait but does not necessarily yield candidates involved in the generation of the phQTLs. Such candidate genes will be useful for gene discovery and for studies on the deepwater response in rice. Integrating other omics data, e.g., proteomics and metabolomics (Fukushima et al., 2009; Fukushima and Kusano, 2014), with eQTL data from the same lines will greatly help to link hundreds of cellular molecules to eQTLs. Systematic and comprehensive studies may make possible the elucidation of complex regulatory networks underlying the genetic architecture of deepwater responses.

## Availability of Supporting Data

All microarray data are available in the NCBI GEO database (Barrett et al., 2013) (accession no. GSE87702).

## Author Contributions

TK, MA, and AF conceived and designed the experiments. TK, KN, YK, and YN performed the experiments. TK, MK, and AF analyzed the data. TK, KN, YK, YN, HY, MA, and AF contributed reagents/materials/analysis tools. TK and AF wrote the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://cran.r-project.org/

2 http://www.bioconductor.org/packages//2.10/bioc/html/Agi4x44PreProcess.html

3 https://bitbucket.org/jnmaloof/motifenrichment/

4 http://arabidopsis.med.ohio-state.edu/AtcisDB/bindingsites.html

5 https://github.com/tiaho/QTL-Visualization

6 http://shiny.rstudio.com/

## Supplementary Material

FIGURE S1 Schematic view of our experimental setup. Diagram showing how rice plants were submerged for measurement of the TIL and for RNA extraction. **(A)** Eight-leaf-stage plants of the RILs and their parents were grown in pots and completely submerged in water. For phenotype analysis, TIL was measured 7 days after submergence treatment and defined as the length between the uppermost and the basal node. **(B)** For microarray analysis, the RILs and their parents were submerged for 6 h. The region between 1 cm upper part from the uppermost and the basal node was used for RNA extraction. Leaves were removed from their nodes advanced to the extraction. Abbreviations: TIL, total internode length; PH, plant height; NEI, number of elongated internodes; and SAM, shoot apical meristem.

FIGURE S2 Linkage map of T65/Bhadua RILs.

FIGURE S3 Overview of genome-wide transcriptome data. **(A)** Results of normalization of the microarray data for the RILs and their parents. **(B)** Dendrogram of the RILs and their parents based on microarray data. Euclidean distances and the complete linkage method were used for hierarchical clustering.

FIGURE S4 Statistical distribution of TIL, PH, and NEI among the RILs and their parents. **(A)** TIL, **(B)** PH, and **(C)** NEI are shown. White and black arrowheads represent the phenotypic values for T65 and Bhadua rice, respectively. Abbreviations: TIL, total internode length; PH, plant height; NEI, number of elongated internodes.

FIGURE S5 Overview of phQTL data of the RILs. LOD statistics of phQTLs for TIL **(A)**, PH **(B)**, and NEI **(C)**. Arrows point to the pseudo-marker or marker positions. The candidate regions of *qRIE1* and *qRIE12* (Kawano et al., 2008) are shown with blue lines. Abbreviations: TIL, total internode length; PH, plant height; NEI, number of elongated internodes; and RIE, rate of internode elongation. The red horizontal line indicates LOD = 3.

FIGURE S6 Overview of eQTL hotspot size significance profile. The eQTL hotspots in the 12 rice chromosomes were derived with a quantile-based permutation approach (Neto et al., 2012). Data are presented essentially as shown in **Figure 4A**.

How the deposited data were processed for this re-analysis (not part of the article)

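Expression was measured with one-color Agilent rice arrays in T65, Bhadua and 85 RILs, with 1 array for each line. The authors deposited scanner files that give the intensity of each spot, its local background and a processed signal, and a table of the normalized log2 signals of the RILs, entered as a score because its columns are named by line numbers alone. The authors made the scanner intensity values with Feature Extraction (version 10.5.1.1 in the file headers, 9.5.3.1 in the submitters' processing notes), and the paper names the Agi4X44PreProcess package for the normalization. Of the deposited table, 2 columns have names that match no sample's label and were not read, and which lines they hold is not settled.

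From the deposited intensity values, the log2 of the processed signal was quantile-normalized over the probes with limma 3.58.1 in R 4.3.3. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Control spots and spots with an outlier flag were left out, and a left-out spot took the mean of its probe where a full matrix was needed. The PCA used all 43734 probes, centred and scaled to unit SD; a log10 scale, which the paper names, gives the same values after this scaling. Probes chosen by their calls in the parents were drawn from all 43734 probes, and array medians and the weights of PC1 used all probes too. Other results used the 38029 probes well above background on at least 10% of the arrays. Differences of 2-fold or more between lines were counted with no test, because each line has 1 array. Slides, array places and scan days were compared by the share of variance between them, with 100000 permutations of the RILs. For scan days these permutations took the RILs of a slide as independent, although each slide was scanned on 1 day. The statistics were also run on simulated data with known answers. A bright probe is one at least 4 times brighter than the lowest signal well above background on the array of the parent that shows it.

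Alternatives set before the data were examined were the 75th percentile of each array subtracted, normexp with an offset of 50 on mean and background signals, the authors' table, other filters on dim or less variable probes, and centring without scaling, for the PCA, the parental difference and the local co-variation. Their use on the shares between slides and scan days was chosen afterwards. Subtracting slide or scan day means, averaging RIL 72 and RIL 74, another detection call, and the results on probes of one parent, on the SD among the RILs and on RIL 72 and RIL 74 were added afterwards. The rule for named items took the largest differences between the parents among probes well above background in both, limited to the extremes because the sources used here do not pair probes with genes. For the same reason the planned results on genes were not run: the SK1 and SK2 probes, the hotspot lists and scores, the gene groups, single genes, enrichment, promoter motifs and cell type markers. The neighbouring probes of the planned local co-variation were taken by probe number in place of gene position, and random orders of the numbers in place of circular shifts, which leave distances as they are. The deepwater type and the genotype of each RIL were not used here. The gene lists of Table S2 were only counted.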

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

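Over 88 alternative values of 14 results, 62 stayed within the limits set for them and 26 moved beyond these. For results with a test, the limit was only that p stayed below 0.05, so a change in size could not count as moved. Counts could change by a set fold, and the change of the larger parental side counted as within. For the others the limit was a spread, such as the jackknife standard error. The share of PC1 was 14.7% with the probes well above background on 10% of the arrays, 10.3% with centring only and 10.7% with scan day means subtracted. That of PC2 was 10.95% with the probes well above background on 10% of the arrays, 6.46% with the 12264 most variable probes and 5.08% with centring only. The distance between the parents on PC1 was 4.29 SDs of the RILs with centring only and 1.35 with scan day means subtracted. Each setting had its own PCA, so its PC1 need not be the same axis as that of the main setting. The share of PC1 between slides ranged from 69.5% to 75.7% and that between scan days from 46.6% to 59.3%. With only the probes well above background on every array, 4472 probes were 2-fold higher in Bhadua and 2943 in T65, with fewer probes compared. With the 75th percentile subtracted, the larger side of the parental difference changed, with 6820 probes higher in Bhadua and 7458 in T65. The SD of the least variable of the 12264 most variable probes was 0.57 with normexp, 0.84 with no filter, 0.48 with the probes well above background on every array, 0.58 in the authors' table and 0.77 with scan day means subtracted. With normexp, 285 bright probes were seen in Bhadua only. The causes were not tested. The normexp values and the authors' table add an offset, which narrows differences of dim probes; whether this moved those counts was not tested. The authors' table gave no parental values, since no column of it was mapped to a parent, and the alternatives of the results on genes were not run. No paired analysis was possible because each line has 1 array and the lines share no replicate number.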

Other observations

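In the paper's Table S2, the 638 genes with a trans-eQTL at the chromosome 12 hotspot have a positive fold change in 459 cases and a negative one in 179; the paper's methods define the fold change as deepwater over non-deepwater type. Gene groups were fixed from descriptions before the data were examined, and the study chose the list on these samples, so the signs are not independent evidence and no enrichment was tested. All 20 ribosomal protein genes, all 10 genes of the photosystems and electron transport, all 3 genes of the light-harvesting complex and all 3 sugar transporter genes of this list have a positive fold change, as do 11 of 12 peroxidase genes and 4 of 5 genes of glycolysis. Of the 5 genes of the Calvin cycle, 3 have a positive and 2 a negative one. All 3 homeobox genes have a negative one, as do 3 of 4 auxin genes. The lists for chromosomes 1 and 12 share 25 genes, where 2.86 would be shared by independent lists among 12264 genes, those for chromosomes 4 and 12 share 6 (2.91 for independent lists), and those for chromosomes 1 and 4 share 0 (0.251 for independent lists).

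The tests on slides, GC content, spot places, random orders and the spike-in level between scan days below were chosen after their results were seen, the results on probes of one parent and on RIL 72 and RIL 74 were not planned, and the test of brightness on the RIL arrays was added and split by parent after the other results on these probes were seen. Of all 43734 probes, 2530 were well above background in Bhadua and not in T65, and 1957 in T65 and not in Bhadua. Of these, 889 and 1213 were bright (285 and 824 with normexp, 1080 and 1293 with another detection call). Bright probes of Bhadua only were seen on a median of 65.9% of the RILs and those of T65 only on 55.3%. Of the RIL arrays that showed such a probe, a median of 96.2% per probe showed it as bright for T65 only (quartiles 88.0% and 100%). This was past the bound of 75% set before the value was seen. On the RIL arrays that showed these probes, it argues against signals close to the detection limit. The probes were chosen as bright in T65, and RIL arrays that did not show them were left out. Most probes pass as bright: of the 32131 probes seen in both parents, 28461 did. No such base rate was set for the RIL arrays. For Bhadua only the median was 69.5% (quartiles 60.4% and 83.7%), between the bounds of 50% and 75%. Of the bright probes of one parent, 66.2% were seen on 30% to 70% of the RILs, against 0.144% of the bright probes of both parents and 7.01% of the probes of neither. It was 49.3% for Bhadua only (50.9% over bright and dim ones, and 40.5% of bright ones with another detection call) and 78.6% for T65 only (74.1% with that call). That comparison met the bound set for it but does not decide. The probes of one parent were chosen by calls that differ between the parents and the others by calls that agree. The probes of neither also include the 2111 well above background on no array, which lowers their share. Signals close to the detection limit therefore stay open for the bright probes of Bhadua only. For those of T65 only, they stay open on the RIL arrays that did not show the probe. They also stay open for the dim probes, which were not tested. Calls that follow an allele of one parent, by expression or by sequence under the probe, are an untested hypothesis.

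Probes with neighbouring numbers varied together across the RILs. The mean squared correlation was 0.322 for probes 1 number apart, 0.0863 at 10, 0.0740 at 100 and 0.0516 at 1000, against 0.0504 over all pairs. Without pairs that share 15 bases, 67.6% of the excess of pairs 1 to 10 apart was kept, so pairs with such a run account for part of it at most. Alike sequences without such a run were not tested. Probes of the same gene, which the paper averaged, could not be told from probes of neighbouring genes here. Of the pairs, 0.896% lay within 10 rows and columns of each other, and subtracting slide means kept 107% of the excess. The mean squared correlation of pairs more than 100 and up to 200 apart was 0.0693, above the highest of 1000 random orders of the numbers (0.0515), which is consistent with the hypothesis that the numbers follow the order of genes along chromosomes and that linked genes vary together. Genotypes were not used, so linkage itself was not tested.

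PC1 differed between slides and scan days. Across probes, the weights of PC1 had a Spearman's rho of -0.0538 with GC content and -0.0143 with the row of the spot, which was larger in size than that with its column. Both argue against a steady trend with GC content or along rows or columns as the cause. Local effects of spot place, or effects of GC content that rise and fall, would not show in these values and stay open. Within scan days, PC1 had a Pearson's r of 0.167 with the spike-in level relative to the probes (permutation test, p = 0.069). Spearman's rho was 0.163 (permutation test, p = 0.10), and r was 0.0712 without the 2 RILs farthest from the median. By day, r was 0.273 on day 1, 0.363 on day 2 and -0.145 on day 3. Without the 2 farthest RILs of each day, it was -0.00961, 0.194 and -0.246. These within-day values leave out differences between scan days, which held 33.9% of the variance of the spike-in level (3.57% expected by chance, permutation test, p = 0.00018). The bound set for the within-day r therefore does not decide, and the amount or labeling of RNA stays open. That chance share and these p values take the arrays of a slide as independent and can be too small. Within scan days, slides held 46.0% of the variance of PC1 (30.8% expected by chance, permutation test, p = 0.024), and 40% of the 25 slides with several RIL arrays held RILs on both sides of 0. A shift of whole slides added to differences between lines stays open, because no RIL has arrays on 2 slides. Scan day and the lines scanned on it cannot be told apart, because each line was scanned on 1 day, and no biological explanation was tested.

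RIL 72 and RIL 74, on different slides of scan day 3, had a correlation of 0.819 over probes, each probe centred and scaled across the lines. This is not the correlation of the signals themselves. The next of the 3570 pairs had 0.667, and the median of the other pairs was -0.0199. RIL 72 and RIL 74 differed 2-fold or more at 2332 probes, where the next pair differed at 4737. Of their detection calls at the 2102 bright probes of one parent, 93.9% were alike, where the next pair had 78.9%. Both were kept as lines, and averaging them as 1 line gave a share of PC1 of 13.2%.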
